A study of Homo sapiens with 4 samples. Its data were reported in "Ribonucleotide reductase small subunit M2 is a master driver of aggressive prostate cancer" (2020).

How the data were processed

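RNA was measured in 4 libraries of LNCaP cells, 2 with the empty vector (LNCaP-EV) and 2 with stable RRM2 overexpression (LNCaP-RRM2). Groups and replicate numbers were taken from the sample titles. Per the labels, total RNA was extracted with a column kit and libraries were prepared with standard Illumina protocols, and per the study's methods paired-end reads were analysed in Partek Flow, with no version given. The aligner, the quantification settings, the genome build and the gene annotation are not given in the sources used here. The authors deposited a table of estimated counts per gene that were not scaled between libraries. These expected counts were not all whole (56.1% to 58.1% of values were whole in a library), as happens when reads are shared between transcripts or genes, and they were rounded to whole numbers before testing. This sharing makes near-identical genes and overlapping genes uncertain, and whether the counting used strand is not stated. Every value column belonged to a sample. The table held 17141 genes with a total of at least 10 counts over the 4 libraries, so genes below that level were not analysed here. Of these, 16038 matched a RefSeq gene by symbol and 99.8% of the matches overlapped its GRCh38 position. For 5020 genes the last position was 1 above the RefSeq end, so 1 was subtracted from printed ends. Date-like names of 23 genes were resolved by position. Ribosomal RNA genes took 4.74% and 4.93% of counts in LNCaP-EV and 6.58% and 5.94% in LNCaP-RRM2. These shares include RNR1 and RNR2, taken here as mitochondrial, which alone took 2.52% and 2.90% in LNCaP-EV and 3.42% and 3.46% in LNCaP-RRM2.

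Library totals ranged from 26601061 to 32601519 counts. Counting error matters most for the named genes near or below 1 CPM, such as NOTCH4 and CSF1R. The floor used for a gene without counts in a group was 3 counts over that group, and it covers counting error only, since reads without molecular identifiers are not independent molecules. The libraries of a group differed beyond sampling noise (chi-square per degree of freedom 23.4 in LNCaP-EV and 7.77 in LNCaP-RRM2), and each was kept as a replicate.

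Genes were filtered with filterByExpr, which left 15162, and scaled with TMM factors in edgeR 4.0.16 under R 4.3.3. LNCaP-RRM2 was compared with LNCaP-EV by edgeR's quasi-likelihood F-test without covariates, since the study's methods name the software but no model. A gene was called higher or lower at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5, the thresholds of the study. Fold changes are LNCaP-RRM2 over LNCaP-EV, standard errors are on the log2 scale, and CPM values use the TMM-scaled totals, given as mean ± SD with n = 2.

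Before the data were examined, 27 gene lists were written from general knowledge, and 25 of them had the required 5 or more tested genes. Blood cell markers had fewer, and the genes on the list of the mitochondrial genome were not analysed here. Lists share members, so their results are not independent. Each list, without RRM2, was tested with limma 3.58.1's camera on log2 CPM (prior count 2) with a preset correlation of 0.01 and adjusted over the 25 lists. The test with an estimated correlation was run beside it, and with it 0 lists passed (2 had an unadjusted p below 0.05). That estimate rests on few residual degrees of freedom. The test by fry, which asks whether a list's genes move on balance in 1 direction and compares them with no other genes, called 21 lists. Unlike camera, fry called the androgen response and neuroendocrine lists (adjusted p = 0.0395 and 0.0370). The histone list, called by camera, was not called by fry (adjusted p = 0.173). Later 3 more lists were added after the data had been seen.

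The named genes were fixed by rule before the data were examined. They were RRM2, the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 5 CPM and groups that did not overlap, 14 fixed genes of which CDH2 was not analysed here, and up to 2 called members per list and direction with the smallest p. Some genes that this rule names are not reported here. A few further genes were singled out after their values were seen and are named as such, or stand only as members of a list.

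The alternatives planned before the data were examined were DESeq2 size factors in edgeR, total counts only, upper-quartile factors, no low-count filter, a stricter filter (at least 1 CPM in 2 libraries and a mean of at least 5 CPM), the Wald test of DESeq2 1.42.0, limma-voom, thinning to equal depth, a replicate block, leaving out each library, no fold limit, a test against a fold of 1.5, the estimated correlation and, for the list tests, a prior count of 0.5. A pseudocount was planned only for values that are not counts and was not used. Those added after seeing the data were removal of a GC trend, the same with a replicate block, with another centring, with an estimated correlation or without each library, and omission of the counts of RRM2 and ribosomal RNA. The GC trend was a loess curve (span 0.4) of each library's log2 CPM on transcript GC content from GENCODE, known for 95.8% of tested genes, and removing it left each library's median over genes in place. This form was chosen after a form centred on the mean of genes had been seen, and both are reported.

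The calculations were tested on counts simulated for LNCaP-RRM2 against LNCaP-EV with the same 15162 genes and depths and the dispersion trend of the fit. In each of 5 runs 200 genes were changed, in random directions. The data had 3106 called genes, 61.1% of them higher, so these runs do not test the scaling under a change that wide. Without a GC trend the calls recovered 79.6% of genes changed 2-fold, 95.2% of those changed 3-fold and 98.8% of those changed 4-fold, and 0.0352% of unchanged genes were called. Other runs added a linear GC trend of chosen size, not fitted to these libraries. Without a correction, recovery was then 63.4%, 90.1% and 96.0%, and 0.326% of unchanged genes were called. With the correction it was 80.2%, 92.8% and 97.0%, and 0.0406% of unchanged genes were called. The simulated dispersion came from the uncorrected fit. These shares therefore do not estimate false calls from the GC trend in the data, where 27.7% of calls were lost after its removal. A list lowered 1.5-fold was called in 5 of 5 runs, and of 100 tests of unchanged lists 2 were called. Simulated genes were drawn independently of each other, so these runs cannot test the preset correlation of the list tests.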

Results

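RNA-seq libraries were made from LNCaP cells, an androgen-sensitive human prostate cancer line derived from a lymph node metastasis. The cells either overexpressed RRM2 stably (LNCaP-RRM2) or carried the empty vector (LNCaP-EV), with 2 libraries in each group. RRM2 encodes the small subunit of ribonucleotide reductase, the enzyme that makes deoxyribonucleotides for DNA synthesis. The gene counts summed to 32601519 and 27117873 in LNCaP-EV and to 26606789 and 26601061 in LNCaP-RRM2. The comparison asked which transcripts differ when RRM2 is overexpressed in these cells. The sources used here do not say whether the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

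RRM2 rose more than any other called gene with a mean of at least 5 CPM, the unit of counts scaled to a common library total. It went from 330.4 ± 17.2 CPM in LNCaP-EV to 9135 ± 220.2 CPM in LNCaP-RRM2 (SD, n = 2), a 27.6-fold difference. The log2 fold change was 4.79 with a standard error (SE) of 0.10, and both LNCaP-RRM2 libraries lay above both LNCaP-EV libraries (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000282). RRM2 took 0.947% and 0.920% of all counts in the LNCaP-RRM2 libraries, against 0.0309% and 0.0338% in LNCaP-EV. The table places RRM2 on chromosome 2 from 10122568 to 10131419 on the plus strand, positions that match GRCh38. Counts from the introduced copy and from the resident gene were not separated. RRM1, the large subunit of the same enzyme, fell 1.73-fold from 336.8 ± 18.4 to 194.3 ± 4.65 CPM, and the p53-inducible small subunit RRM2B differed by a log2 fold change of 0.17 (SE 0.06) that missed the threshold (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0810).

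**Figure D1:**
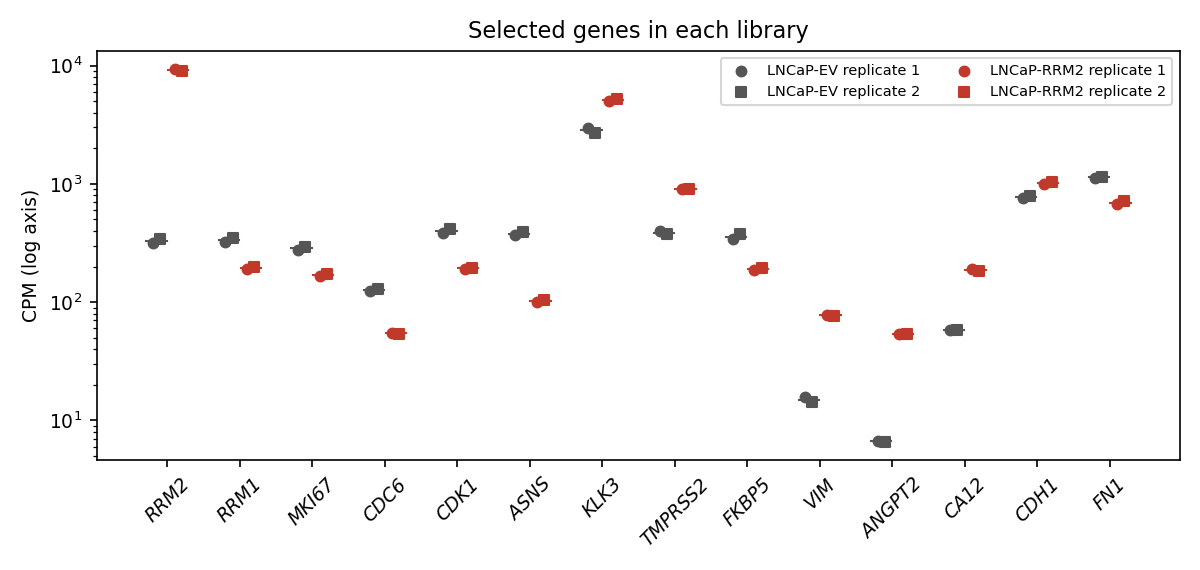
Expression in CPM (log axis) of 14 named genes in each of the 4 libraries, grey for LNCaP-EV and red for LNCaP-RRM2, circles for replicate 1 and squares for replicate 2, with short bars at the group means. RRM2 stood near 9135 CPM in LNCaP-RRM2, and the libraries of a group lay close together for these genes.

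Beyond RRM2, the largest rises among genes with a mean of at least 5 CPM were in CRYAB, DIO3, PPFIA4, DIO1, ANGPT2, ATG9B, TNC and SLC16A3, and the largest falls were in AKR1C2, MAGEC1, EPHA3, AKAP5, CHAC1, DDIT4L, ASNS and ID1. CRYAB, a small heat shock protein gene, rose 11.7-fold from 2.25 ± 0.436 to 26.5 ± 1.18 CPM. DIO3 and DIO1, which encode deiodinases that inactivate and activate thyroid hormone, had log2 fold changes of 3.46 and 3.19. ANGPT2, a ligand of the endothelial receptor TIE2, rose 8.05-fold from 6.67 ± 0.0582 to 53.7 ± 0.183 CPM, and SLC16A3, a lactate exporter, rose 7.09-fold. EPHA3, an ephrin receptor gene, fell 5.30-fold from 46.2 ± 3.56 to 8.71 ± 0.387 CPM. AKR1C2, a steroid-metabolising reductase gene, was 6.23-fold lower, although reads shared with its near-identical neighbours AKR1C1 and AKR1C3 make this value uncertain. ID1, an inhibitor of basic helix-loop-helix factors, fell 3.61-fold from 52.6 ± 10.2 to 14.6 ± 2.57 CPM.

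In all, 1899 genes were higher and 1207 lower in LNCaP-RRM2 out of 15162 tested (edgeR with Benjamini-Hochberg adjustment, adjusted p below 0.05 and a fold change above 1.5), so that 61.1% of the calls were higher. Scaling by total counts alone moved that share to 72.4% and upper-quartile scaling to 75.0%. Without the fold limit, 2704 genes were higher and 3695 lower. The counts changed when a library was left out, a fit in which the spread within groups comes from the other group alone. Without a LNCaP-RRM2 library it came from the LNCaP-EV pair, which differed more than the LNCaP-RRM2 pair (chi-square per degree of freedom 23.4 and 7.77). A call lost in such a fit therefore does not by itself show that it rested on the omitted library. The same holds for the counts of list members in such fits given below. Without LNCaP-RRM2 replicate 1 the fit called 362 genes higher and 234 lower, and without LNCaP-RRM2 replicate 2 it called 539 and 419. Without LNCaP-EV replicate 1 it called 3003 higher, and without LNCaP-EV replicate 2 it called 733 lower.

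Libraries also differed by the GC content of transcripts, within groups as well as between them. From the lowest to the highest decile of genes by GC content, the median log2 ratio of LNCaP-EV replicate 1 over replicate 2 went from -0.11 to 0.66, that of LNCaP-RRM2 replicate 1 over replicate 2 from -0.05 to 0.27, and that of LNCaP-RRM2 over LNCaP-EV from -0.23 to 0.50. Across genes, which are not independent replicates, the log2 fold change followed GC content with a Spearman correlation of 0.379. With each library's trend removed, an alternative added after seeing the data, 1959 genes were higher and 1136 lower. Of these, 1518 and 729 were also called without the correction. When the removed trend was centred on the mean instead of the median of genes, the median of all genes was -0.16 instead of -0.041, and 1435 genes were higher and 1940 lower, 42.5% of the calls being higher.

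**Figure D2:**
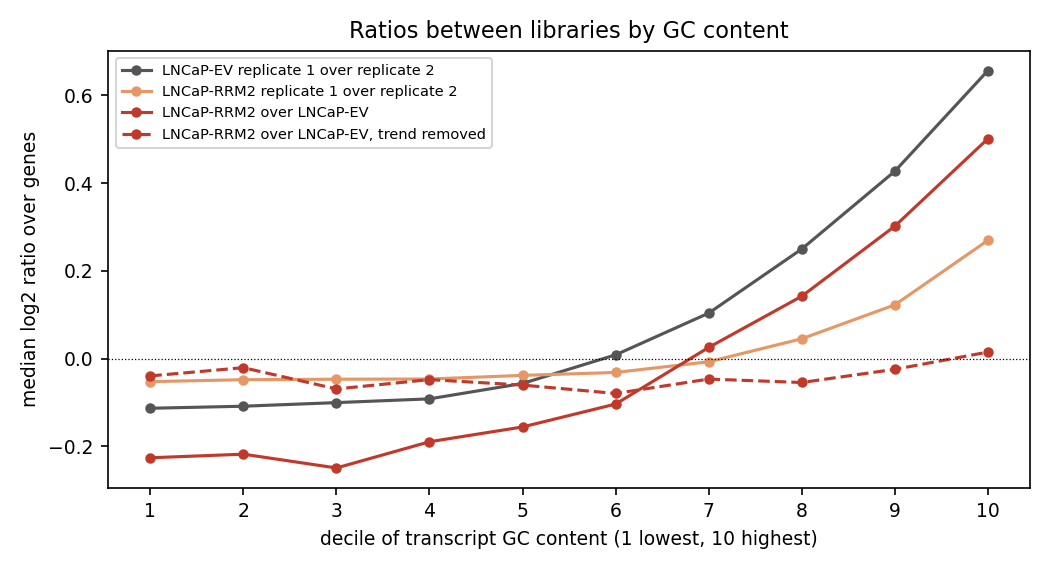
Median log2 ratio between libraries or groups (vertical axis) over genes in each decile of transcript GC content (horizontal axis, 1 lowest to 10 highest). The ratio of the LNCaP-EV libraries rose from -0.11 to 0.66, and the group ratio rose from -0.23 to 0.50 before and lay close to 0 after the trend was removed.

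Cell cycle genes were lower in LNCaP-RRM2. Of 41 tested S phase genes, 34 fell and none rose, with a median log2 fold change of -0.85, and of 55 genes of G2 and mitosis 44 fell and none rose, with a median of -0.77. CDC6, which loads the replicative helicase, fell 2.34-fold from 127.3 ± 3.40 to 54.3 ± 0.417 CPM, and the cyclin gene CCNE2 fell 2.58-fold. CDK1, the kinase that drives mitotic entry, fell 2.05-fold from 396.8 ± 22.5 to 193.3 ± 1.69 CPM, HMGB2 fell 2.23-fold, and the proliferation marker MKI67 and the mitotic transcription factor FOXM1 fell 1.69-fold and 1.86-fold. Of 20 PAM50 proliferation genes, a subset of the PAM50 tumour subtype panel, 17 fell, among them CCNB1, which fell 1.68-fold. Of 24 genes of deoxyribonucleotide supply, 9 fell and none rose, with a median of -0.40. MTHFD2, a mitochondrial folate enzyme, fell 2.99-fold.

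These 4 lists were called lower by camera with a preset correlation of 0.01 (Benjamini-Hochberg adjusted p = 1.66e-16 for S phase, 1.12e-17 for G2 and mitosis, 9.80e-10 for PAM50 proliferation and 0.000668 for deoxyribonucleotide supply). With an estimated correlation each had an adjusted p = 0.177. The counts of fallers adjusted over the list alone were 35, 44, 17 and 10. Without LNCaP-RRM2 replicate 1 the list medians were -0.87, -0.76, -0.76 and -0.44. With upper-quartile scaling or the stricter filter, 4 genes of deoxyribonucleotide supply fell. Without a low-count filter the median of the 25 genes of deoxyribonucleotide supply then tested was -0.21. CCNB1 went from a log2 fold change of -0.75 to -0.58 after removal of the GC trend and was then under the fold limit.

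**Figure D3:**
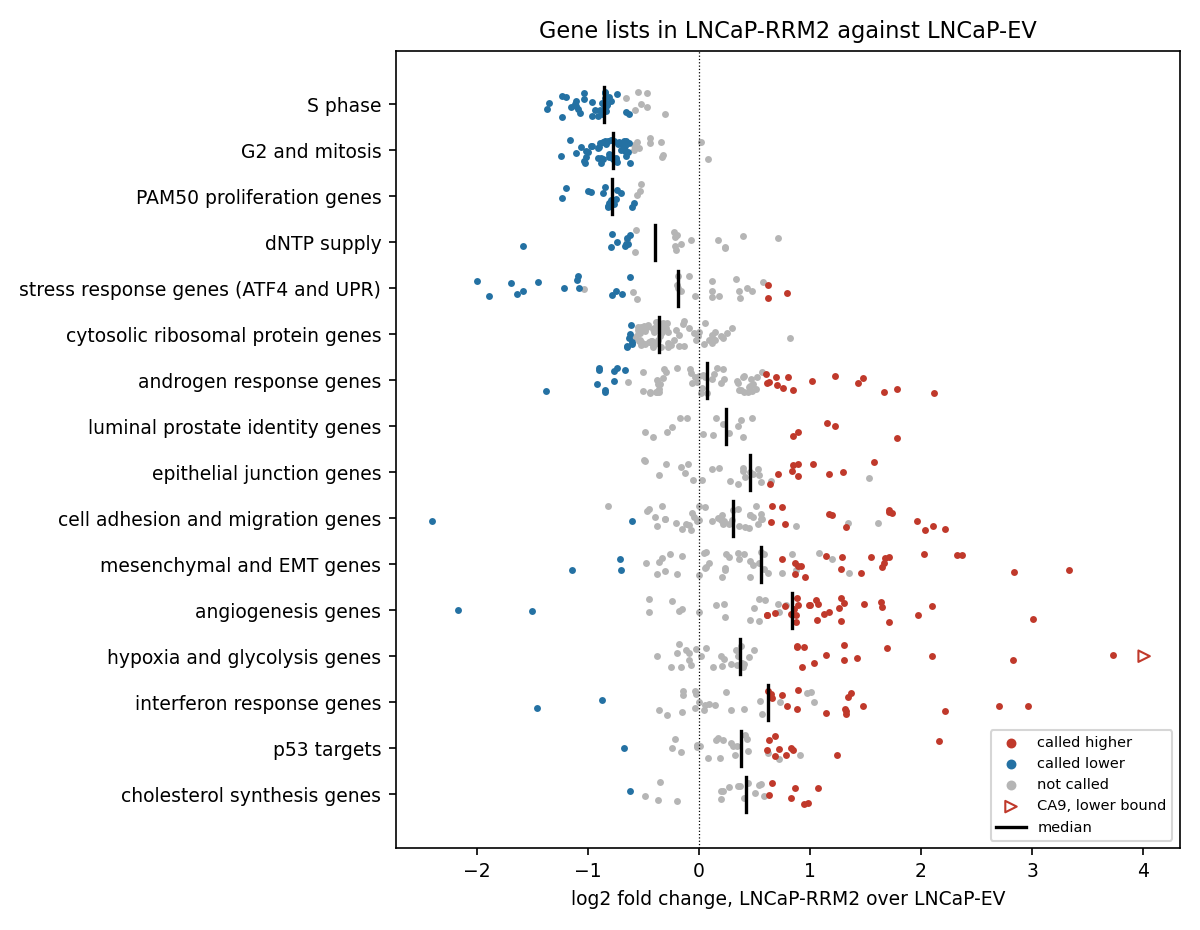
Log2 fold change of LNCaP-RRM2 over LNCaP-EV (horizontal axis) for each tested member of 16 gene lists, with red points for genes called higher, blue for genes called lower, grey for genes not called and a black bar at each list's median. The open triangle marks the lower bound of CA9, which had no counts in LNCaP-EV. The S phase and G2 and mitosis medians were -0.85 and -0.77, and the angiogenesis median was 0.84.

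Genes of the mesenchymal state and of blood vessel growth were higher. Of 59 tested mesenchymal and epithelial-mesenchymal transition (EMT) genes, 20 rose and 3 fell, with a median log2 fold change of 0.56, and of 48 angiogenesis genes 28 rose and 2 fell, with a median of 0.84. VIM, the intermediate filament vimentin and a marker of mesenchymal cells, rose 5.17-fold from 15.0 ± 1.03 to 77.6 ± 0.911 CPM. TNC, a matrix glycoprotein, rose 7.16-fold from 1.26 ± 0.223 to 9.03 ± 0.152 CPM. FN1, which encodes fibronectin and usually counts as a mesenchymal marker, instead fell 1.63-fold from 1135 ± 10.04 to 694.9 ± 24.0 CPM, and IGFBP3 fell 2.21-fold. In the angiogenesis list, the Notch ligand JAG1 rose 2.09-fold from 69.8 ± 2.60 to 146.2 ± 2.34 CPM, while the Notch target HEY1 fell 2.83-fold and NOTCH4 fell 4.49-fold from only 0.427 ± 0.0221 to 0.0919 ± 0.0257 CPM, a level of few counts. VEGFA had a log2 fold change of 0.50 (SE 0.07), under the fold limit, and passed it at 0.60 under the stricter filter. CDH2 was not analysed here. FN1 was not called without LNCaP-RRM2 replicate 1 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0538), HEY1 not without replicate 2 (adjusted p = 0.0533) and NOTCH4 not without either (adjusted p = 0.193 and 0.127).

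Of 60 cell adhesion and migration genes, 14 rose and 2 fell, with a median of 0.30, and of 33 epithelial junction genes 10 rose and none fell, with a median of 0.46. CDH3, placental cadherin, rose 4.65-fold from 2.91 ± 0.0915 to 13.5 ± 0.0197 CPM, SLIT1, a guidance ligand, rose 4.32-fold, and CDC42EP3 fell 1.52-fold. The epithelial adhesion gene EPCAM rose 1.86-fold from 138.4 ± 7.30 to 257.3 ± 3.79 CPM and the tight junction gene OCLN rose 1.64-fold. CDH1, epithelial cadherin, had a log2 fold change of 0.40 (SE 0.07), under the fold limit.

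The 4 lists were called higher by camera (Benjamini-Hochberg adjusted p = 0.000194 for mesenchymal and EMT, 4.73e-08 for angiogenesis, 0.00363 for adhesion and migration and 0.000324 for epithelial junction genes). With an estimated correlation each had an adjusted p = 0.177. The counts of risers adjusted over the list alone were 20, 32, 14 and 11. The list medians were 0.45, 0.78, 0.32 and 0.42 without LNCaP-RRM2 replicate 1, and 0.66, 0.88, 0.34 and 0.49 without replicate 2. The 4 lists had median GC contents of 54.1%, 57.2%, 49.7% and 56.9%, and their medians after removal of the GC trend were 0.47, 0.58, 0.29 and 0.36. With the trend centred on the mean of genes, the medians were 0.35, 0.46, 0.17 and 0.24, 18 angiogenesis genes rose and 2 epithelial junction genes fell, and under the stricter filter 13 of 25 tested mesenchymal and EMT genes rose. CDC42EP3 was under the fold limit with each of the other scalings, after removal of the GC trend and without LNCaP-EV replicate 2 (log2 fold change -0.44), and missed the test without LNCaP-RRM2 replicate 1 or 2 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0912 and 0.0719).

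Hypoxia and glycolysis genes were higher. Of 40 tested, 14 rose and none fell, with a median of 0.37. CA12, a membrane carbonic anhydrase, rose 3.24-fold from 58.1 ± 0.0250 to 188.0 ± 5.73 CPM, and P4HA1, a collagen prolyl hydroxylase, rose 2.68-fold from 65.3 ± 4.50 to 174.8 ± 5.001 CPM. CA9, a carbonic anhydrase induced by hypoxia and singled out here after its values were seen, had 0 counts in both LNCaP-EV libraries and 16 and 27 counts in the LNCaP-RRM2 libraries. Against a floor of 3 counts over the LNCaP-EV group it was at least 16.1-fold higher, and the list's median with CA9 at that bound was also 0.37. Camera called the list higher (Benjamini-Hochberg adjusted p = 1.45e-05), with an adjusted p = 0.177 with an estimated correlation, and 14 genes rose when adjusted over the list alone. The median was 0.37 without LNCaP-RRM2 replicate 1 and 0.32 without replicate 2, and after removal of the GC trend 1 gene fell.

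Androgen-regulated genes went both ways. Of 75 tested androgen response genes, 15 rose and 10 fell, with a median of 0.07, and the list was not called (camera, Benjamini-Hochberg adjusted p = 0.226). That median was 0.15 with upper-quartile scaling, 0.13 without LNCaP-EV replicate 1, 0.12 without LNCaP-EV replicate 2 or LNCaP-RRM2 replicate 2, and -0.020 with the GC trend centred on the mean of genes. KLK3, which encodes prostate-specific antigen, rose 1.80-fold from 2841 ± 190.8 to 5113 ± 194.3 CPM. TMPRSS2 rose 2.34-fold from 385.6 ± 14.7 to 901.3 ± 5.64 CPM, and ACPP, prostatic acid phosphatase, rose 3.45-fold from 119.3 ± 4.04 to 411.6 ± 1.63 CPM. FKBP5, another androgen-induced gene, fell 1.88-fold from 358.5 ± 21.6 to 190.6 ± 4.66 CPM, and CENPN fell 1.86-fold. Of 19 genes repressed by androgen, 5 rose, among them ACKR3 and TNFSF10, and 3 fell, among them BCHE and DDC (camera, adjusted p = 0.497). In counts adjusted over the list alone, 15 androgen response genes rose and 11 fell, and 5 repressed genes rose and 3 fell. With either LNCaP-RRM2 replicate 1 or replicate 2 left out, 5 androgen response genes rose, and 2 and 3 repressed genes.

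Lists of prostate identity gave smaller groups. Of 20 luminal identity genes 5 rose, ACPP, TMPRSS2 and KLK3 among them, with a median of 0.24 and a median GC content of 54.9%. After removal of the GC trend that median was 0.033 and the list's call ended (camera, Benjamini-Hochberg adjusted p = 0.0224 before and 0.122 after), with 1 gene lower, and 3 lower in the form centred on the mean of genes, where the median was -0.088. The luminal median was 0.40 without LNCaP-EV replicate 1, 0.14 without LNCaP-EV replicate 2 and 0.14 without LNCaP-RRM2 replicate 1. Of 17 basal markers 8 rose and 1 fell, with a median of 0.66 (adjusted p = 0.00268), including JAG1 and the integrin gene ITGA6, which rose 1.58-fold. Of 23 PAM50 luminal and basal genes 7 rose, MMP11 and CDH3 among them, and 1 fell, the serine synthesis gene PHGDH (adjusted p = 0.00561). The median of this list was 0.42, and 0.24 after removal of the GC trend or 0.11 in the form centred on the mean of genes. With an estimated correlation each of the 3 lists had an adjusted p = 0.177. The risers adjusted over the list alone numbered 5, 8 and 7. Without LNCaP-RRM2 replicate 1, 1 basal and 2 PAM50 luminal and basal genes rose, without replicate 2 the counts were 4 and 3, and without LNCaP-EV replicate 1, 8 luminal genes rose. Under the stricter filter 5 of 7 tested basal markers rose. ITGA6 was not called without LNCaP-RRM2 replicate 1 or 2 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0519 and 0.0532).

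More stress response genes fell than rose, and more p53 targets and interferon response genes rose than fell. Of 36 stress response genes, targets of ATF4 and of the unfolded protein response, 14 fell and 3 rose, with a median of -0.19. ASNS, asparagine synthetase, fell 3.70-fold from 379.8 ± 13.3 to 102.5 ± 2.15 CPM, PSAT1, a serine synthesis gene, fell 3.23-fold from 739.1 ± 22.7 to 228.6 ± 6.18 CPM, and CHAC1 fell 3.99-fold, whereas ATF3 rose 1.54-fold and SDF2L1 rose 1.74-fold. Of 32 p53 targets 10 rose and 1 fell, with a median of 0.38. CDKN1A, the cell cycle inhibitor p21, rose 1.80-fold from 173.6 ± 16.1 to 312.7 ± 8.02 CPM, the death receptor gene FAS rose 2.36-fold, PERP rose 1.65-fold, and the phosphatase gene PPM1D fell, with a log2 fold change of -0.67. Of 41 interferon response genes 17 rose and 2 fell, with a median of 0.63. TRIM22 rose 4.65-fold from 0.836 ± 0.0706 CPM and HLA-B rose 2.54-fold from 23.8 ± 3.63 to 60.5 ± 3.19 CPM, although reads shared among HLA genes make the latter uncertain. CMPK2 and OAS3 fell 2.75-fold and 1.83-fold.

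Camera called the stress list lower and the other 2 higher (Benjamini-Hochberg adjusted p = 0.0364, 2.45e-05 and 0.000284). With an estimated correlation each had an adjusted p = 0.177. Adjusted over the list alone, 15 stress genes fell, 10 p53 targets rose and 18 interferon response genes rose. The stress list missed the threshold under the stricter filter (adjusted p = 0.0682), where its median was -0.092. That median was -0.13 with total-count scaling, -0.11 with upper-quartile scaling, -0.12 without the counts of RRM2 and ribosomal RNA and -0.51 after removal of the GC trend. With the trend centred on the mean of genes the stress and p53 medians were -0.63 and 0.24, 1 stress gene and 5 p53 targets rose, and under the stricter filter 11 of 21 tested interferon response genes rose. After removal of the GC trend CDKN1A had a log2 fold change of 0.56, under the fold limit, and 0.43 in the form centred on the mean of genes. Without LNCaP-RRM2 replicate 1 the stress, p53 and interferon medians were -0.23, 0.34 and 0.61. Without replicate 2 they were -0.21, 0.38 and 0.62. SDF2L1 was at 0.24 after removal of the GC trend and was then not called, and ATF3 was under the fold limit without LNCaP-EV replicate 1 (0.58). Neither ATF3, SDF2L1 nor PPM1D was called without LNCaP-RRM2 replicate 1 or 2, nor PPM1D without LNCaP-EV replicate 2 (-0.51) or after removal of the GC trend (-0.55). CMPK2 and OAS3 were not called without LNCaP-RRM2 replicate 1 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0531 and 0.0665).

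Of 24 cholesterol synthesis genes 7 rose and 1 fell, with a median of 0.42. INSIG1, a sterol sensor, rose 1.83-fold from 78.2 ± 3.92 to 142.9 ± 1.29 CPM, MSMO1 rose 1.77-fold, and ACAT2 fell 1.54-fold. Of 76 cytosolic ribosomal protein genes 7 fell and none rose, with a median of -0.36. RPSA and RPS12 fell 1.57-fold and 1.53-fold, and their many pseudogenes make these values uncertain. Camera called both lists (Benjamini-Hochberg adjusted p = 0.000383 and 6.37e-08), and with an estimated correlation each had an adjusted p = 0.177. In counts adjusted over the list alone, 7 sterol genes rose and 7 ribosomal protein genes fell. Leaving out LNCaP-RRM2 replicate 1 gave 4 sterol genes higher and 0 ribosomal protein genes lower. The ribosomal protein genes that fell were 0 without LNCaP-EV replicate 2, 3 without LNCaP-RRM2 replicate 2 and 12 without LNCaP-EV replicate 1, where 3 rose. Other settings moved this count too. It was 0 with total-count or upper-quartile scaling, under the stricter filter and without the counts of RRM2 and ribosomal RNA, 3 with DESeq2 size factors or after removal of the GC trend, and 13 with that trend centred on the mean of genes. With DESeq2 size factors 1 ribosomal protein gene rose. The sterol median was 0.28 with the GC trend centred on the mean of genes. ACAT2, RPSA and RPS12 were each under the fold limit with total-count or upper-quartile scaling and after removal of the GC trend. None of them was called without LNCaP-EV replicate 2 (log2 fold changes of -0.45, -0.57 and -0.56) or without LNCaP-RRM2 replicate 1 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0751, 0.0527 and 0.0619), nor were ACAT2 and RPS12 without LNCaP-RRM2 replicate 2 (adjusted p = 0.0723 and 0.0511) and RPS12 without LNCaP-EV replicate 1 (-0.57).

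Markers of other cell types were mostly at low levels. Of 6 fibroblast markers 5 rose, including TAGLN, which rose 1.94-fold, and COL1A1, which rose 3.18-fold from 8.94 ± 3.11 to 28.5 ± 6.13 CPM, and of 18 PC-3 cell line markers 4 rose, VIM and LAMB3 among them. Camera called both lists higher (Benjamini-Hochberg adjusted p = 0.00679 and 0.000668), and with an estimated correlation each had an adjusted p = 0.177. The risers adjusted over the list alone numbered 5 and 4. The fibroblast and PC-3 medians were 0.94 and 0.58 with all libraries. Omitting LNCaP-RRM2 replicate 1 left them at 0.96 and 0.53, although COL1A1, TAGLN and LAMB3 were then not called. Omitting replicate 2 left them at 0.92 and 0.61, and TAGLN was then not called. The PC-3 markers that rose numbered 7 with DESeq2 size factors or total-count scaling or without the counts of RRM2 and ribosomal RNA, and 8 with upper-quartile scaling or after removal of the GC trend in either form. Of 5 endothelial markers EGFL7 rose 2.56-fold, and 0 genes rose when adjusted over the list alone (camera, adjusted p = 0.226). EGFL7 was not called without LNCaP-RRM2 replicate 1 or 2 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.144 and 0.0627), and 3 endothelial markers rose without LNCaP-EV replicate 1. Too few blood cell markers were tested for a list test, and of these CD68, a lysosomal protein of macrophages, rose 4.16-fold from 5.72 ± 0.0976 to 23.8 ± 0.886 CPM and CSF1R rose to 0.405 ± 0.0534 CPM in LNCaP-RRM2. CSF1R was not called without LNCaP-RRM2 replicate 1 or 2 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.180 and 0.117).

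The neuroendocrine, HOX and histone lists had few called genes. Of 10 neuroendocrine and neuronal markers AURKA and DDC fell (camera, Benjamini-Hochberg adjusted p = 0.465). Of 17 HOX genes HOXB3 and HOXB5 rose and HOXC13 and HOXC9 fell (adjusted p = 0.390), and 0 HOX genes were called with either LNCaP-RRM2 replicate 1 or replicate 2 left out. HOXB5 was also not called without LNCaP-EV replicate 1, with DESeq2, with limma-voom or at equal depth. Of 31 replication-dependent histone genes, whose transcripts lack poly(A) tails, 6 rose, HIST1H2AE and HIST1H2AI among them, with a median of 0.54 (adjusted p = 0.00212, and 0.536 with an estimated correlation). Without LNCaP-EV replicate 2 the histone list was not called (adjusted p = 0.0848), without LNCaP-EV replicate 1, 15 histone genes rose with a median of 0.91, and without LNCaP-RRM2 replicates 1 and 2, 0 and 2 rose. The stricter filter left 6 histone genes, of which 0 rose, and ended the list's call (adjusted p = 0.142), and 10 rose without a filter or after removal of the GC trend. In counts adjusted over the list alone, 4 histone genes rose, 1 HOX gene rose and 2 fell, and 2 neuroendocrine markers fell.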

Values the study reported

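The study reported 1457 upregulated and 1219 downregulated genes in LNCaP cells that overexpressed RRM2. It also counted 38 enriched genes in an EMT gene set and 47 in an angiogenesis gene set. Few of these, it reported, were shared by LNCaP and PC-3 cells.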

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

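The GC correction, its variants and the omission of the RRM2 and ribosomal RNA counts were chosen after seeing the data. The RRM2 log2 fold change stayed past its threshold under every alternative that keeps the gene and was scored for single genes. It lay between 4.74 and 4.93 when a library was left out. The counts of genes lay within 1.5 times the reported ones with the other scalings, without a filter, with DESeq2, limma-voom or thinning, without the counts of RRM2 and ribosomal RNA, and for higher genes under the stricter filter. The stricter filter tested fewer genes and called 612 lower. Without a fold limit 3695 genes were lower, and the test against a fold of 1.5 asks for more and called 387 higher and 205 lower. With the GC trend removed and centred on the mean of genes 1940 were lower, a setting that also moved the median of all genes to -0.16. Leaving out a library gave 362 to 3003 higher and 234 to 1465 lower genes, 13 to 14 lists higher and 6 to 6 lists lower. In these fits the lone library is assumed to vary like the other group. With the GC trend removed as well, the counts were 1629 higher and 997 lower without LNCaP-RRM2 replicate 1, 1684 and 1099 without LNCaP-RRM2 replicate 2, 2275 and 1103 without LNCaP-EV replicate 1, and 2166 and 751 without LNCaP-EV replicate 2. With an estimated correlation 0 lists were higher and 0 lower, and likewise after removal of the GC trend, where camera gave 0 lists an unadjusted p below 0.05.

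The replicate numbers come from the titles, and no label says that they mark a shared batch. The deviations of same-numbered libraries correlated across genes (r = 0.300, and 0.142 within deciles of GC content), which with a pair of libraries per group does not show pairing. With a replicate block, 2346 genes were higher and 1255 lower, the RRM2 log2 fold change was 4.79, and the lists called were 14 and 6, with no other call among these changed. The histone genes that rose numbered 11 with the block. With the GC correction and a replicate block together, 2066 and 1174 genes were called.

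Some values near 0 changed sign. The median of the neuroendocrine and neuronal markers was 0.11 without a filter. With a library left out, the median of HOX genes lay between -0.047 (without LNCaP-RRM2 replicate 1) and 0.23. With the GC trend centred on the mean of genes, the median of androgen response genes was -0.020, the median of luminal prostate identity genes -0.088 and the median of HOX genes -0.024, against a median of all genes of -0.16. The cause was not tested for any of these. Of 79 called named genes besides RRM2, 24 lost the call when a library was left out and 10 under another alternative, and 53 lost it under none of those scored for single genes. The test against a fold of 1.5 and the fits that leave out a library after removal of the GC trend were not scored for single genes. The alternative pseudocount was not run, since the values were counts.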

Other observations

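The lysosomal, synthetase and NRF2 lists and the genes named from them were chosen after the data had been seen, as were the tests with the GC trend removed or with the RRM2 and ribosomal RNA counts omitted. Lysosomal genes were higher in LNCaP-RRM2. Of 39 tested, 24 rose and none fell, with a median log2 fold change of 0.68. PSAP, the precursor of saposins, rose 2.13-fold from 758.3 ± 63.7 to 1613 ± 1.02 CPM, CD63, a membrane protein of late endosomes, rose 1.95-fold from 159.9 ± 0.673 to 311.8 ± 6.70 CPM, and the protease gene CTSB rose 1.82-fold. Of 20 cytosolic aminoacyl-tRNA synthetase genes, 11 fell and none rose, with a median of -0.60. GARS, which is also on the stress response list, fell 3.10-fold from 514.4 ± 33.3 to 165.9 ± 1.55 CPM, YARS fell 2.29-fold and SARS fell 2.12-fold. Of 22 NRF2 target genes, which serve the defence against oxidants, 8 fell and 1 rose, with a median of -0.43. NQO1 fell 2.93-fold from 490.6 ± 22.04 to 167.3 ± 0.460 CPM, the ferritin gene FTH1 fell 2.11-fold and TXNRD1 fell 1.78-fold, whereas HMOX1 rose 1.84-fold. Camera with a preset correlation called all 3 lists (Benjamini-Hochberg over these 3 lists alone, adjusted p = 4.91e-13, 2.97e-08 and 0.000149). With an estimated correlation the adjusted p were 0.0794, 0.0812 and 0.0794. Since the lists were chosen after the data had been seen, these p-values describe the lists and are no independent support. After removal of the GC trend 22 lysosomal genes rose, 8 synthetase and 9 NRF2 target genes fell, and 0 NRF2 target genes rose. In the form centred on the mean of genes 14 lysosomal genes rose and 1 fell, and 11 synthetase and 9 NRF2 target genes fell. The lysosomal median was 0.67 without LNCaP-RRM2 replicate 1 and also without replicate 2. Without LNCaP-EV replicate 1, 3 NRF2 target genes rose, and without either LNCaP-RRM2 library 0 rose.

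Proliferation genes fell in cells that overexpress a subunit of the enzyme that supplies DNA precursors. A GC trend between libraries is not the whole cause, since the median of the S phase and G2 and mitosis genes was still -0.71 after its removal, with 36 and 34 genes of the lists lower and an adjusted p for the S phase list of 2.43e-16 (camera with a preset correlation). With an estimated correlation the S phase list had an adjusted p = 0.177 before and 0.297 after the correction. That correction was chosen after a form centred on the mean of genes had been seen, under which the S phase and G2 and mitosis medians were -0.89 and -0.78. Counts taken up by RRM2 and ribosomal RNA are argued against, since the median was -0.76 without those counts and -0.83 with them. A state of the cultures at harvest other than RRM2, such as density, medium or passage, would be carried by both of the 2 libraries of a group and cannot be told apart from the effect of RRM2. The same holds for any other difference between the lines, since per the study RRM2 was introduced by lentiviral infection and stable lines were kept under puromycin.

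The mesenchymal and EMT list was called higher, as were the lists of PC-3 and fibroblast markers (camera, adjusted p = 0.000668 and 0.00679, each 0.177 with an estimated correlation). PC-3 or similar cells mixed into the cultures are argued against by CAV1 and CD44, abundant in such cells, which reached at most 0.700 CPM in a LNCaP-RRM2 library, whereas the share of tested PC-3 markers that rose, 22.2%, does not bear on it, since it reached 9 of 18 without LNCaP-EV replicate 2. Although 5 of 6 tested fibroblast markers rose, fibroblasts mixed into the cultures are argued against. Only 1 of the abundant COL1A1, COL1A2, COL3A1 and LUM exceeded 5 CPM in both LNCaP-RRM2 libraries. COL1A2 stood at 0.111 and 0.183 CPM there and at 0.127 and 0.187 CPM in LNCaP-EV. The GC content trend is not the whole cause, since the list's median was 0.47 after its removal with an adjusted p of 0.000196 (camera, and 0.297 with an estimated correlation, against 0.177 before the removal), and 0.35 in the form centred on the mean of genes. A response of LNCaP cells to RRM2 is a candidate explanation. A state of the cultures at harvest and any other difference between the stable lines stay open beside it.

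Neighbouring genes moving together were searched in 14009 windows of 50 adjacent tested genes, as a copy number difference between the lines may show. Before removal of the GC trend the largest window median was 0.67, past the 0.60 reached in 1000 shuffles of gene order, but that window, at the GC-rich start of chromosome 1, had a median of 0.22 after it. After removal of the trend the largest median was 0.52, in the window from SOX4 to HIST1H2AK on chromosome 6 (21593741 to 27838339). It lay just under 0.53, the largest median in any of 1000 shuffles, and how many shuffles reached 0.52 was not counted. The search therefore neither shows nor dismisses a regional change there. That window holds histone genes of the list above, and these were not examined apart from its other genes. A regional change and a change of histone genes were therefore not separated.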
